A study of Mus musculus with 8 samples.

How the data were processed

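RNA was isolated from whole hearts with a spin-column kit and made into Illumina TruSeq libraries, per the labels' protocols, as 4 wild type and 4 PHD2/3 endothelial knockout libraries at postnatal day 12. Reads were aligned with TopHat2 to mm10 and quantified with Cufflinks, per the submitters' processing notes, which give no versions. The deposited table holds 1 column per library for 22518 genes, with no other per-sample columns. Its values are not named in the table; they were read as FPKM deposited by the authors on a linear scale, because Cufflinks gives FPKM and the values are not whole numbers and start at 0. The authors' table was quantile normalised: the 39 highest ranks held 1 value in all 8 columns, and over 11390 ranks the columns differed by at most 3.87% of their mean, with a median of 0.735%. The highest genes therefore share a ladder of values, column totals carry no depth, and neither depth nor counting error can be recovered. No columns were identical. The mitochondrial genes mt-Co1, mt-Co3, mt-Atp6 and mt-Atp8 were listed at 0 in every library, which is read as a failed estimate and not as absence, and 4644 genes in all were listed at 0 throughout. The annotation and the strandedness of the quantification are not given in the sources used here, so antisense or overlapping genes and close paralogs cannot be separated.

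Groups were taken from the labels. Genes with a mean of at least 1 FPKM over the 8 samples were kept, values were transformed to log2(FPKM + 1), and knockout was compared with wild type in limma 3.58.1 under R 4.3.3 with lmFit and eBayes, using its trend and robust options, no covariate and Benjamini-Hochberg adjustment over the 11390 genes kept; a gene was called at adjusted p under 0.05. Gene lists were tested with limma's camera at a preset correlation of 0.01, adjusted over the lists, for those of 31 lists with at least 3 genes kept; lung markers (2 genes kept) and lymphocyte and thymus markers (1 gene kept) were left out. Camera with an estimated correlation and fry were run beside it. Egln1 and Egln3 were also compared by an exact two-sided permutation test over the 70 splits of the 8 samples with scipy 1.17.1 under Python 3.11.15, pandas 2.3.3 and matplotlib 3.10.9. These tests, the lists, the rule for the genes named and the alternatives not said below to have been added were fixed before the data were examined. The rule took, among called genes with a higher group mean of at least 1 FPKM and no overlap between the groups, the 12 largest rises and the 12 largest falls on the log2 scale, always Egln1, Egln2, Egln3, Hif1a, Epas1, Vhl, Vegfa, Apln and Aplnr, and up to 4 members of each described list with the smallest p; other genes are said to have been chosen after their values were seen. Genes of described lists that fall under this rule but did not pass the test are in part not named. For 1 gene under this rule the result is not reported here, and it stays in the counts of named genes.

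The same functions were tested on simulated data, with each of the 11390 genes drawn from its own mean and spread and some genes changed, before use on the real samples. They recovered 49.3% of 67 genes changed 1.5-fold, 85.1% of 67 changed 2-fold and 98.5% of 66 changed 4-fold, and 4 of 159 calls were of unchanged genes. All 10 simulated lists of 30 genes shifted by 0.5 on the log2 scale were called and 0 of 10 unshifted lists. Each gene was drawn on its own, so these lists held no correlation between genes. The lists called in the real data had estimated correlations of 0.0926 to 0.625. The simulation therefore cannot show how often camera wrongly calls lists of correlated genes. Coordinates, transcript lengths and GC content came from GENCODE M21 on the same build, which held 21739 of the 22518 gene identifiers. Alternatives changed the pseudocount, the filter, the scaling, the variance model, the sample weights, the threshold and the replicate block, or left out each sample in turn. Where other alternatives that lost the call of a single gene are counted, the minimum change of 1.5-fold is left out of the count. Those chosen after seeing the data were a covariate for the level of the Y chromosome gene Ddx3y, a covariate for the right atrial gene Bmp10, omission of both replicates 4, and removal from each library of a smooth trend with transcript length or GC content (splines with 5 degrees of freedom). A count model was not run because the values are not counts.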

Results

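RNA from whole hearts of C57BL/6 mice was sequenced at postnatal day 12, in 4 libraries from wild type littermates and 4 libraries from mice lacking the prolyl hydroxylases PHD2 and PHD3 in endothelial cells. PHD2 and PHD3, the products of Egln1 and Egln3, use oxygen to hydroxylate the alpha subunits of hypoxia-inducible factors (HIF), which marks these subunits for degradation. The comparison asks how gene expression in the heart differs when these enzymes are lost from the endothelium. The table holds quantile-normalised FPKM for 22518 genes, of which 11390 had a mean of at least 1 FPKM over the 8 samples and were tested with limma. Sequencing depth is unknown, because quantile normalisation gives every library nearly the same set of values. The first principal component held 46.3% of the variance and placed the wild type hearts between -26.7 and -11.5 and the knockout hearts between 6.18 and 31.6. The labels do not say that each library came from a separate animal, so p-values measure the spread between these samples. Values are means ± SD with n = 4 per group, folds are ratios of mean FPKM, and log2 changes are differences of log2(FPKM + 1) ± SE, which understate the change of low genes.

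The targeted genes were not lower in the knockout hearts. Egln1 (chromosome 8, 124908587 to 124949324 in mm10) was at 54.2, 54.4, 57.9 and 45.2 FPKM in wild type replicates 1 to 4 and at 58.4, 55.0, 52.6 and 63.5 FPKM in knockout replicates 1 to 4, a log2 change of 0.12 ± 0.09 (exact two-sided permutation p = 0.314; limma adjusted p = 0.442). Egln3 (chromosome 12, 54178981 to 54203860) was at 25.1, 31.3, 38.7 and 18.0 FPKM in the wild type and at 52.8, 37.8, 32.6 and 40.1 FPKM in the knockout replicates, a log2 change of 0.55 ± 0.22 (exact two-sided permutation p = 0.0857; limma adjusted p = 0.132). With 70 splits the smallest p that this permutation test can give is 0.0286. Most cells of a whole heart are not endothelial and a gene-level value does not show a deleted exon, so these values do not check the genotype, which is taken from the labels alone. Among the other genes of the pathway, Hif1a rose from 23.5 ± 2.16 to 39.4 ± 3.70 FPKM (log2 change 0.72 ± 0.09, adjusted p = 0.00220). Epas1, which encodes HIF-2 alpha, was at 59.4 ± 3.47 FPKM in wild type and 56.0 ± 6.06 FPKM in knockout hearts (adjusted p = 0.542). Vhl, the substrate receptor of the ligase that binds hydroxylated HIF, was at 5.54 ± 0.526 FPKM in wild type and 6.13 ± 0.480 FPKM in knockout hearts (adjusted p = 0.375). Egln2 was at 19.8 ± 1.19 FPKM in wild type and 18.0 ± 1.89 FPKM in knockout hearts (adjusted p = 0.338). Vegfa did not pass the test, at 84.6 ± 7.39 FPKM in wild type and 104 ± 29.8 FPKM in knockout hearts (adjusted p = 0.322).

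Fgf23, a hormone of phosphate balance made mainly in bone, rose by 3.90 ± 0.25 on the log2 scale (adjusted p = 0.000128). This gene (chromosome 6, 127072902 to 127081408) was listed at 0.0193, 0, 0 and 0.0120 FPKM in the wild type hearts and at 9.13, 23.1, 10.1 and 17.8 FPKM in the knockout hearts. Tnfrsf9, a costimulatory receptor of the TNF receptor family, rose from 0.117 ± 0.0785 to 14.7 ± 7.70 FPKM, and the protease inhibitor A2m from 0.775 ± 0.754 to 15.1 ± 6.47 FPKM. Nts, the precursor of neurotensin, was 7.96-fold higher in the knockout hearts (log2 change 2.88 ± 0.21, adjusted p = 0.000190). The lactate transporter Slc16a3 was 10.3-fold higher and the glucose transporter Slc2a1 6.32-fold higher. Among secreted factors, Pgf, a ligand of the VEGF receptor FLT1, rose 5.84-fold, Igfbp3 5.30-fold and Wisp2 19.5-fold. The metallothionein Mt2 rose 6.02-fold, the acute phase gene Serpina3n 13.0-fold and the keratin Krt19 3.74-fold. The rise of Krt19 was 7.92-fold without wild type replicate 4. Adjusted p of these 12 genes with the largest rises ran from 0.000128 to 0.0366.

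The largest fall was that of Car4, a membrane-bound carbonic anhydrase of capillary endothelium (chromosome 11, 84957786 to 84966044), from 29.9 ± 2.70 to 2.15 ± 1.49 FPKM (log2 change -3.42 ± 0.30, adjusted p = 0.000499). Aplnr, the apelin receptor (chromosome 2, 85136225 to 85139923), fell from 48.2 ± 1.85 to 9.27 ± 5.60 FPKM (log2 change -2.47 ± 0.41, adjusted p = 0.00830). The water channel Aqp1 and the glycerol channel Aqp7 fell 3.78-fold and 8.48-fold, and the transcription factor Tcf15 fell from 11.6 ± 1.74 to 2.86 ± 0.684 FPKM. The metalloprotease inhibitor Timp4 was 6.74-fold lower, the matrix genes Hmcn2 and Vtn 5.75-fold and 4.09-fold lower, and C1qtnf9, an adiponectin paralog, 3.95-fold lower. Ces1d, Akr1c14 and the lymphatic chemokine gene Ccl21a, which were 7.27-fold, 5.28-fold and 3.58-fold lower, have close paralogs whose reads the authors' quantification could have divided between copies, so their values are uncertain. Without knockout replicate 1, Hmcn2 was 10.5-fold and Ccl21a 5.72-fold lower. The adjusted p of these 12 genes with the largest falls ran from 3.54e-05 to 0.0484.

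Across the heart transcriptome, 1385 genes changed at adjusted p under 0.05, with 701 raised and 684 lowered. Of these, 1320 had no overlap between the 4 knockout and the 4 wild type values. Of all tested genes, 20.7% had no overlap, against 2.86% expected by chance. Of the changed genes, 103 were raised and 54 lowered by at least 1 on the log2 scale. The count fell to 575 without wild type replicate 2, 840 without wild type replicate 3, 744 without wild type replicate 4, 759 without knockout replicate 2 and 893 without knockout replicate 3. Among the genes above, the call of Krt19 was lost in 6 of 8 omissions, all but wild type replicate 4 and knockout replicate 3 (adjusted p up to 0.0743 without wild type replicate 2). That of Serpina3n was lost in 6 of 8 omissions, all but knockout replicate 1 and 3 (up to 0.0850 without wild type replicate 2). Under 4 other alternatives this call was lost too (up to 0.0999 without both replicates 4). That of Ccl21a was lost in 7 of 8 omissions, all but knockout replicate 1 (up to 0.119 without wild type replicate 2). It was also lost under 7 other alternatives (up to 0.156 without both replicates 4). The airway secretory genes Scgb1a1 and Scgb3a2, chosen after their values were seen, were at 1030.4 and 206 FPKM in wild type replicate 4 and at most 0.323 FPKM in the other samples. The library number of knockout replicate 4 stands apart from the others. A batch of 1 knockout sample cannot be told apart from that sample, and 1357 genes changed without it.

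Among glycolytic genes, more rose than fell. In this list 12 of 21 measured members rose, 0 fell and 9 did not pass the test, and adjusted over the list alone, 13 rose and 1 fell. Together they had an adjusted p = 2.28e-08 by camera and adjusted p = 0.671 with an estimated correlation. Slc2a1 rose from 3.18 ± 0.693 to 20.1 ± 4.17 FPKM (log2 change 2.33 ± 0.16, adjusted p = 0.000128; chromosome 4, 119108711 to 119137983) and Slc16a3 from 1.85 ± 0.471 to 19.0 ± 6.16 FPKM (log2 change 2.77 ± 0.21, adjusted p = 0.000197). Pfkfb3, which makes the activator of phosphofructokinase, rose from 2.22 ± 0.0903 to 6.54 ± 1.01 FPKM (log2 change 1.22 ± 0.10, adjusted p = 0.000383). Pgk1, which encodes phosphoglycerate kinase, rose from 323 ± 26.3 to 523 ± 41.2 FPKM (log2 change 0.69 ± 0.09, adjusted p = 0.00178).

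Among hypoxia-responsive genes outside glycolysis, 14 of 31 measured members rose, 0 fell and 17 did not pass the test, and adjusted over the list alone, 19 rose and 0 fell. Tested as a group, the genes had an adjusted p = 2.63e-08 by camera and adjusted p = 0.671 with an estimated correlation. Ero1l, an oxidase of the endoplasmic reticulum, rose from 6.09 ± 0.167 to 14.5 ± 3.25 FPKM (log2 change 1.11 ± 0.13, adjusted p = 0.00148). Loxl2, which cross-links collagen, rose 2.08-fold to 54.7 ± 7.07 FPKM, Ndrg1 1.84-fold to 30.5 ± 4.68 FPKM and the lipid droplet gene Hilpda 2.35-fold to 16.7 ± 3.63 FPKM. With 1 sample left out, 9 (without wild type replicate 2) to 13 (without knockout replicate 3) glycolytic genes rose. For the other hypoxia-responsive genes the range was 9 (without wild type replicate 4) to 13 (without knockout replicate 1).

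**Figure D1:**
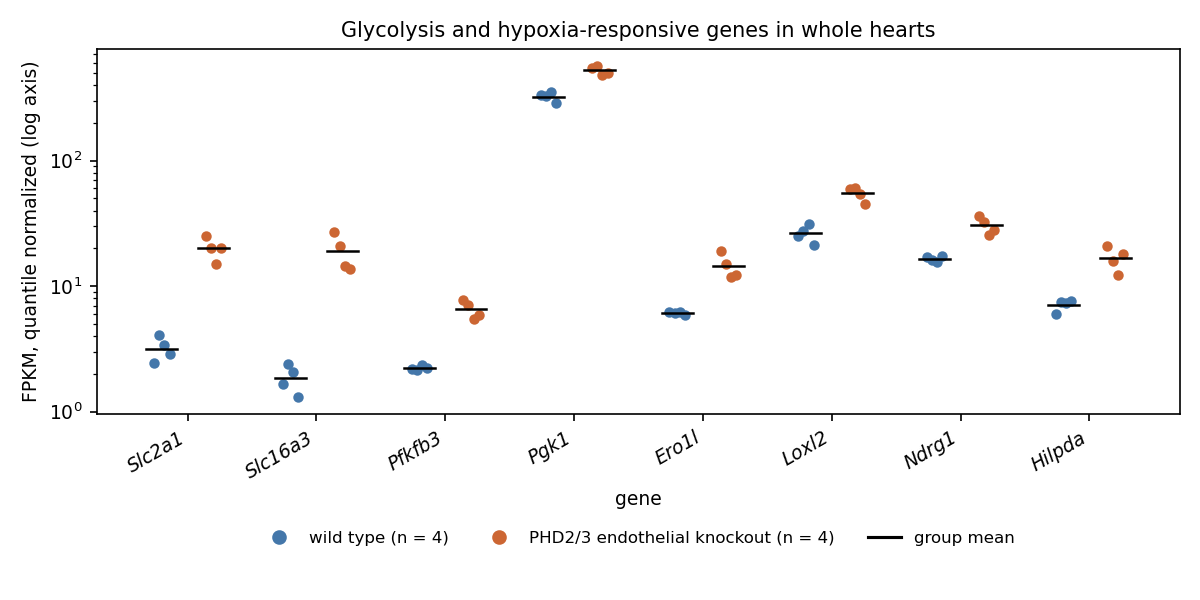
FPKM on a log axis of 4 glycolysis genes (Slc2a1, Slc16a3, Pfkfb3, Pgk1) and 4 other hypoxia-responsive genes (Ero1l, Loxl2, Ndrg1, Hilpda); each point is 1 heart library, blue for wild type and orange for knockout, and the black line is the mean of the 4 samples. In all of these genes every knockout point lies above every wild type point, with the mean of Slc2a1 at 3.18 FPKM in wild type and 20.1 FPKM in knockout hearts.

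Markers of endothelial cells moved in both directions. In this list 3 of 22 measured members rose, 6 fell and 13 did not pass the test, and adjusted over the list alone, 4 rose and 8 fell. The list was called down (adjusted p = 0.0108 by camera and adjusted p = 0.764 with an estimated correlation). Ushbp1 fell from 15.1 ± 1.27 to 7.16 ± 1.11 FPKM (log2 change -0.98 ± 0.11, adjusted p = 0.00105). The angiopoietin receptor family member Tie1 fell from 38.5 ± 2.33 to 24.8 ± 1.74 FPKM (log2 change -0.62 ± 0.08, adjusted p = 0.00202). The transcription factor Sox18 fell from 34.2 ± 3.06 to 20.9 ± 2.78 FPKM (log2 change -0.69 ± 0.11, adjusted p = 0.00497). Flt1, a VEGF receptor, rose from 14.9 ± 0.456 to 25.6 ± 4.26 FPKM (log2 change 0.73 ± 0.12, adjusted p = 0.00515). The other 2 raised members, named after their values were seen, were Vwf, the clotting factor of endothelial granules, which rose from 21.6 ± 5.90 to 65.6 ± 22.0 FPKM (log2 change 1.54 ± 0.26, adjusted p = 0.00755), and Eng. The TGF-beta co-receptor gene Eng was at 99.4 ± 13.1 FPKM in wild type and 137 ± 20.1 FPKM in knockout hearts (adjusted p = 0.0469). The call of Eng was lost in 7 of 8 omissions, all but knockout replicate 1 (adjusted p up to 0.116 without wild type replicate 4). It was also lost under 7 other alternatives, and adjusted p was higher still without both replicates 4. A minimum change of 1.5-fold, not counted among these, removed this call too. Of genes of endothelial tip cells, the leading cells of vessel sprouts, 9 of 19 measured members rose, 1 fell and 9 did not pass the test, and adjusted over the list alone, 13 rose and 1 fell. As a group the genes had an adjusted p = 1.12e-05 by camera and adjusted p = 0.671 with an estimated correlation. Pgf, the urokinase receptor gene Plaur, Mcam and the basement membrane collagen Col4a2 rose 5.84-fold, 4.04-fold, 1.62-fold and 1.49-fold. Col4a2 was not called at a minimum change of 1.5-fold. The member that fell, Lama4, also named after its values were seen, was 1.58-fold lower (adjusted p = 0.0499). Its call was lost in 6 of 8 omissions, all but wild type replicate 1 and knockout replicate 1, and under 8 other alternatives (adjusted p up to 0.137 without wild type replicate 2). With 1 sample left out, 7 (without wild type replicate 1) to 12 (without knockout replicate 4) tip cell genes rose and 5 (without wild type replicate 1) to 8 (without knockout replicate 4) endothelial markers fell.

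In the list of apelin, adrenomedullin and other endothelial signals, 8 of 25 measured members rose, 3 fell and 14 did not pass the test, and adjusted over the list alone, 8 rose and 4 fell. Together they had an adjusted p = 0.0463 by camera and adjusted p = 0.764 with an estimated correlation. Ctgf rose from 43.4 ± 1.74 to 148 ± 36.0 FPKM (log2 change 1.71 ± 0.17, adjusted p = 0.000693). Calcrl, a subunit of the adrenomedullin receptor, rose 1.84-fold and Bmp6, an inducer of hepcidin, 1.79-fold. Other members were named after their values were seen. The adrenomedullin gene Adm rose (log2 change 1.47 ± 0.24, adjusted p = 0.00628). Besides Aplnr, the members that fell were Ramp2 (log2 change -0.39 ± 0.09, adjusted p = 0.0195) and Cxcl12 (log2 change -0.42 ± 0.10, adjusted p = 0.0328). The ligand Apln was at 16.7 ± 3.40 FPKM in wild type and 27.6 ± 10.7 FPKM in knockout hearts and did not pass the test (adjusted p = 0.130, but 0.0356 with array weights, 0.0360 without knockout replicate 4, 0.0491 with the Ddx3y covariate and 0.0452 without both replicates 4), while its receptor gene Aplnr fell 5.20-fold. The number that rose was 5 without wild type replicate 1 or 2 or knockout replicate 2, and the number that fell 1 without wild type replicate 2. This list was not called without wild type replicate 1 (adjusted p = 0.119) or knockout replicate 1 (adjusted p = 0.127), nor with a filter of at least 5 FPKM (adjusted p = 0.0857). Its call was lost under 3 of the 23 alternatives run with camera at the preset correlation, with an adjusted p of 0.0108 to 0.127. Lymphatic endothelial markers (0 raised and 1 lowered of 7, 0 and 1 adjusted over the list alone) and endocardial markers (0 raised and 1 lowered of 6, 0 and 1 adjusted over the list alone) were not called as lists. Ccl21a was the lymphatic member that fell, and Cytl1, an endocardial marker, fell from 11.4 ± 1.83 to 4.34 ± 2.14 FPKM (log2 change -1.28 ± 0.25, adjusted p = 0.0120). The number of lymphatic markers that rose was 1 without knockout replicate 4.

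**Figure D2:**
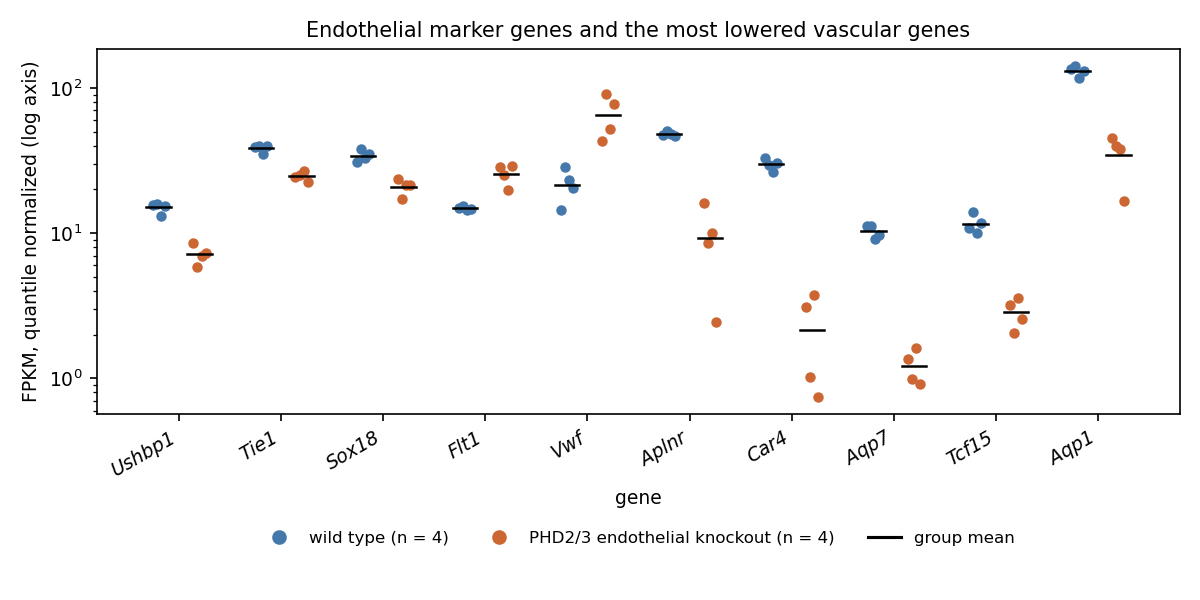
FPKM on a log axis of 5 endothelial markers (Ushbp1, Tie1, Sox18, Flt1, Vwf) and 5 of the most lowered genes (Aplnr, Car4, Aqp7, Tcf15, Aqp1); each point is 1 heart library, blue for wild type and orange for knockout, and the black line is the mean of the 4 samples. Flt1 and Vwf lie higher in every knockout sample and the other genes lower, with Car4 falling from a mean of 29.9 to 2.15 FPKM.

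Extracellular matrix genes were raised more often than lowered. Here 16 of 37 measured members rose, 3 fell and 18 did not pass the test, and adjusted over the list alone, 18 rose and 5 fell. Tested as a group, the genes had an adjusted p = 0.00136 by camera and adjusted p = 0.835 with an estimated correlation. Col8a1, a short-chain collagen of vessel walls, rose from 3.78 ± 0.540 to 15.8 ± 4.51 FPKM (log2 change 1.78 ± 0.18, adjusted p = 0.000800). The basement membrane collagen Col18a1 rose from 17.0 ± 1.45 to 30.2 ± 4.36 FPKM (log2 change 0.78 ± 0.11, adjusted p = 0.00380). The members that fell, named after their values were seen, were Col15a1 (2.39-fold lower, adjusted p = 0.0376), Lamc1 (1.46-fold lower, adjusted p = 0.0212) and Lama4. The call of Col15a1 was lost in 6 of 8 omissions, all but knockout replicate 1 and 4, and under 4 other alternatives (up to 0.0971 without wild type replicate 2). That of Lamc1 was lost in 3 of 8 omissions, without wild type replicate 2 or 4 or knockout replicate 2. Adjusted p was up to 0.0671 there (without wild type replicate 2), and the replicate block also removed the call (0.0832). Lamc1 also lost its call at a minimum change of 1.5-fold. The number of matrix genes that rose was 10 without wild type replicate 2 or 4, and the number that fell 0 without wild type replicate 2 or 4 or knockout replicate 2 and 1 without wild type replicate 3 or knockout replicate 3. Markers of fibroblasts moved the other way, as 1 of 16 measured members rose, 5 fell and 10 did not pass the test, and adjusted over the list alone, 1 rose and 5 fell. As a group the genes had an adjusted p = 0.00768 by camera and adjusted p = 0.764 with an estimated correlation. Dcn, an abundant small proteoglycan, fell from 344 ± 20.7 to 233 ± 23.7 FPKM (log2 change -0.56 ± 0.09, adjusted p = 0.00476). Dpt fell from 129 ± 9.62 to 62.0 ± 18.8 FPKM (log2 change -1.11 ± 0.22, adjusted p = 0.0127) and Fbln1 from 31.1 ± 1.72 to 18.3 ± 2.04 FPKM (log2 change -0.74 ± 0.09, adjusted p = 0.00171). The raised member was Tbx20, a transcription factor also expressed in cardiomyocytes, which rose 1.43-fold (adjusted p = 0.0152, and 0.0523 without wild type replicate 2, lost in 1 of 8 omissions, and under 1 other alternative). With a minimum change of 1.5-fold the calls of Tbx20 and Dcn were lost too. The number of fibroblast markers that fell was 3 without wild type replicate 2, 3 or 4 or knockout replicate 3. Mural cell markers were not called as a list (4 raised and 1 lowered of 15, 4 and 3 adjusted over the list alone), although Mcam, Notch3 and Tagln rose 1.62-fold, 1.66-fold and 1.78-fold and Vtn fell 4.09-fold. The number of mural cell markers that fell was 4 without knockout replicate 1.

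Genes of oxidative phosphorylation were called down by a small margin. Here 2 of 77 measured members rose, 13 fell and 62 did not pass the test, and adjusted over the list alone, 2 rose and 16 fell. The list had a median log2 change of -0.09 (adjusted p = 0.00823 by camera and adjusted p = 0.835 with an estimated correlation). Ndufa3 and Ndufs4, subunits of complex I, fell from 1278 ± 54.7 to 1013 ± 61.0 FPKM and from 152 ± 5.49 to 122 ± 4.22 FPKM. The call of Ndufa3 was lost in 1 of 8 omissions (adjusted p 0.0596 without wild type replicate 2) and with the replicate block (0.0811). That of Ndufs4 was lost in 1 of 8 omissions (0.0621 without wild type replicate 2) and with the replicate block (0.0761). Ndufa5 and the complex IV subunit gene Cox7a1 fell from 837 ± 42.9 to 672 ± 35.6 FPKM and from 1609.5 ± 103 to 1226 ± 127 FPKM. The call of Ndufa5 was lost in 4 of 8 omissions, without wild type replicate 2 or 4 or knockout replicate 2 or 3. Adjusted p was up to 0.0707 there (without wild type replicate 2), and 0.0757 with the replicate block, which also lost the call. That of Cox7a1 was lost in 3 of 8 omissions, without wild type replicate 2 or knockout replicate 2 or 3. Adjusted p was up to 0.0704 there (without wild type replicate 2), and the replicate block also removed the call (0.0749). At a minimum change of 1.5-fold, not counted among these, the calls of Ndufa3, Ndufs4, Ndufa5 and Cox7a1 were lost as well. The number that fell was 0 without wild type replicate 2, 2 without knockout replicate 2, 3 without wild type replicate 4 or knockout replicate 3, 6 without wild type replicate 3 and 7 without wild type replicate 1. The number that rose was 0 without wild type replicate 3 or 4 or knockout replicate 2 and 1 without wild type replicate 1 or 2 or knockout replicate 1, 3 or 4. With camera at the preset correlation, the list was not called without knockout replicate 2 (adjusted p = 0.0515) or with the transcript length trend removed (adjusted p = 0.270). Over all alternatives at this correlation it had an adjusted p of 7.35e-06 to 0.270. Of citric acid cycle genes, 2 of 19 measured members rose, 1 fell and 16 did not pass the test, and adjusted over the list alone, 3 rose and 1 fell. The list was called up (adjusted p = 0.0108 by camera and adjusted p = 0.835 with an estimated correlation), but not without knockout replicate 4 (adjusted p = 0.124), without both replicates 4 (0.333) or with array weights (0.160). Over all alternatives run with camera at the preset correlation it had an adjusted p of 0.00416 to 0.333. The number that rose was 0 without wild type replicate 2, 3 or 4 or knockout replicate 2, 3 or 4. The fumarase gene Fh1 fell from 342 ± 11.5 to 263 ± 19.6 FPKM (log2 change -0.38 ± 0.07, adjusted p = 0.0116). This call was lost with the replicate block (adjusted p = 0.0619) and at a minimum change of 1.5-fold. Ogdh, which encodes a subunit of the oxoglutarate dehydrogenase complex, was 1.38-fold higher (adjusted p = 0.0496). Its call was lost in 7 of 8 omissions, all but wild type replicate 1, and under 9 other alternatives (up to 0.137 without wild type replicate 2). Ogdh was also not called at a minimum change of 1.5-fold. Fatty acid uptake and oxidation genes were not called as a list (0 raised and 3 lowered of 31, 0 and 4 adjusted over the list alone), but Cpt2, a carnitine palmitoyltransferase, fell from 97.6 ± 2.84 to 64.4 ± 4.88 FPKM (log2 change -0.60 ± 0.07, adjusted p = 0.00184). Etfb fell 1.35-fold. The number of these genes that rose was 1 without wild type replicate 1 and 3 without knockout replicate 1. In the latter omission 2 fell. Eci1, an isomerase of fatty acid oxidation, fell 1.23-fold (adjusted p = 0.0393). Its call was lost in 7 of 8 omissions, all but knockout replicate 4, and under 5 other alternatives (up to 0.121 without wild type replicate 2). Eci1 was not called at a minimum change of 1.5-fold either.

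Cardiomyocyte markers did not move as a list (1 raised and 1 lowered of 22, 1 and 1 adjusted over the list alone; adjusted p = 0.689 by camera). Their mean was 10.4 to 10.5 on the log2 scale in every library, the highest level of any list. Quantile normalisation gives all libraries nearly the same values there and can hide a change shared by these genes. The test therefore does not show that their expression was unchanged. Mybpc3, a sarcomere protein gene, rose 1.45-fold to 806 ± 55.4 FPKM, and Tnni3, cardiac troponin I, fell 1.38-fold (adjusted p = 0.0169, and 0.0521 without knockout replicate 2, lost in 1 of 8 omissions, and under 1 other alternative). Both calls were also lost at a minimum change of 1.5-fold. The number of cardiomyocyte markers that rose was 2 without knockout replicate 1, and the number that fell 0 without knockout replicate 2. None of the fetal and stress cardiac genes passed the test with all samples, although some did under alternatives (0 raised and 0 lowered of 17, 0 and 0 adjusted over the list alone; adjusted p = 0.434 by camera). Nppa, the atrial natriuretic peptide gene, was at 1246, 1323, 1786 and 1744 FPKM in wild type and 2195, 8759, 4184 and 2631 FPKM in knockout replicates (adjusted p = 0.0580, but 0.0496 without trend and robust options, 0.0246 with array weights, 0.0291 without knockout replicate 1, 0.0447 without knockout replicate 2 and 0.0497 with the Bmp10 covariate). Myl9 was at 179 ± 21.4 FPKM in wild type and 351 ± 135 FPKM in knockout hearts (adjusted p = 0.0520, but 0.0117 with array weights, 0.00716 without knockout replicate 1, 0.0318 with the Bmp10 covariate, 0.0400 with the length trend removed and 0.0458 with the GC trend removed). The number of fetal and stress genes that rose was 1 without knockout replicate 2 and 2 without knockout replicate 1 or 4, and the number that fell 1 without wild type replicate 4 or knockout replicate 4. Without knockout replicate 4 this list was called up (adjusted p = 0.0391). Atrial markers (0 raised and 0 lowered of 12, 0 and 0 adjusted over the list alone) and cardiac ion channels and calcium handling genes (2 raised and 1 lowered of 21, 3 and 1 adjusted over the list alone) were not called. In the latter list the exchanger Slc8a1 rose from 17.4 ± 8.14 to 66.8 ± 21.5 FPKM (log2 change 1.95 ± 0.35, adjusted p = 0.0110). The potassium channel Kcna5 fell from 14.8 ± 2.10 to 6.61 ± 1.69 FPKM (log2 change -1.07 ± 0.16, adjusted p = 0.00397). Atrial markers that rose numbered 1 without knockout replicate 1 or 2, and those that fell 1 without knockout replicate 3. Casq2, the gene of a calcium store protein in the channel list, rose 1.45-fold (adjusted p = 0.0372). Its call was lost in 5 of 8 omissions, all but wild type replicate 1 and 3 and knockout replicate 1. Adjusted p was up to 0.114 there (without wild type replicate 2). The call was also lost under 5 other alternatives (up to 0.119 without both replicates 4). Casq2 was not called at a minimum change of 1.5-fold either. The number of channel genes that rose was 1 without wild type replicate 2 or 4 or knockout replicate 2, 3 or 4 and 5 without knockout replicate 1. Without wild type replicate 4, 2 channel genes fell. Without knockout replicate 1 the channel list was called up (adjusted p = 0.0436).

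Interferon response genes were called up, as 4 of 15 measured members rose, 1 fell and 10 did not pass the test, and adjusted over the list alone, 6 rose and 1 fell. Together they had an adjusted p = 0.00525 by camera and adjusted p = 0.764 with an estimated correlation. Irf7, a transcription factor of this response, rose from 2.95 ± 0.385 to 8.07 ± 1.51 FPKM (log2 change 1.19 ± 0.13, adjusted p = 0.00105). Ifi27l2a, a gene with close paralogs, rose 1.99-fold. Ifit1 rose 1.97-fold (adjusted p = 0.0264, and 0.0793 without wild type replicate 2, lost in 3 of 8 omissions, without wild type replicate 2, 3 or 4, and under 1 other alternative), whereas the antiviral enzyme gene Rsad2 fell 1.78-fold (adjusted p = 0.0151). In the integrated stress response, 5 of 16 measured members rose, 0 fell and 11 did not pass the test, and adjusted over the list alone, 8 rose and 0 fell. Tested as a group, the genes had an adjusted p = 0.0108 by camera and adjusted p = 0.764 with an estimated correlation. With a filter of at least 5 FPKM this list was not called (adjusted p = 0.495) and its median fell from 0.29 to near 0 (-0.000898). Over all alternatives run with camera at the preset correlation it had an adjusted p of 0.000723 to 0.495. Mthfd2, an enzyme of mitochondrial folate metabolism, rose 2.52-fold and the pseudokinase Trib3 2.42-fold. Shmt2, another gene of this pathway, and the receptor Vldlr were 1.33-fold and 1.67-fold higher. The call of Shmt2 was lost in 5 of 8 omissions, all but knockout replicate 1, 3 and 4. Adjusted p was up to 0.0642 there (without wild type replicate 4). It was up to 0.0787 (without both replicates 4) under 2 other alternatives that lost the call. This call was also lost at a minimum change of 1.5-fold. That of Vldlr was lost in 3 of 8 omissions, without wild type replicate 2 or 4 or knockout replicate 3. Adjusted p was up to 0.0609 there (without wild type replicate 4), and the omission of both replicates 4 also removed the call (0.0758). The number of interferon response genes that rose was 2 without wild type replicate 2 or 3, and of genes of the integrated stress response 2 without wild type replicate 2 and 3 without wild type replicate 1, 3 or 4 or knockout replicate 2. Immediate early genes were not called as a list (2 raised and 0 lowered of 16, 5 and 1 adjusted over the list alone), but Ier3 rose from 12.5 ± 1.49 to 46.3 ± 7.07 FPKM (log2 change 1.80 ± 0.12, adjusted p = 0.000128) and Fosl2 rose 1.87-fold. The number of immediate early genes that fell was 1 without wild type replicate 4 or knockout replicate 4 and 3 without knockout replicate 1. Among macrophage and monocyte markers (2 raised and 0 lowered of 15, 2 and 0 adjusted over the list alone; not called as a list) the lysozyme gene Lyz2 rose from 41.2 ± 2.74 to 65.9 ± 9.07 FPKM and Ctss rose 1.55-fold (adjusted p = 0.0169, and 0.0590 without wild type replicate 2, lost in 1 of 8 omissions). Erythroid genes were called down as a list although none passed the test alone with all samples (0 raised and 0 lowered of 12, 2 and 6 adjusted over the list alone; adjusted p = 0.0476 by camera and adjusted p = 0.835 with an estimated correlation). Alas2, the first enzyme of erythroid heme synthesis, was at 19.9 ± 11.4 FPKM in wild type and 5.61 ± 3.54 FPKM in knockout hearts (adjusted p = 0.0759, but 0.0436 without wild type replicate 1 and 0.0219 with the Bmp10 covariate). Fech, the last enzyme of heme synthesis, was at 29.2 ± 3.23 FPKM in wild type and 41.3 ± 8.10 FPKM in knockout hearts (adjusted p = 0.0506, but 0.0476 with a filter of at least 5 FPKM, 0.0326 with array weights and 0.0209 without knockout replicate 1). The number of erythroid genes that rose was 2 without knockout replicate 1, and the number that fell 1 without knockout replicate 1 and 3 without wild type replicate 1. The erythroid list lost its call under 11 of the 23 alternatives run with camera at the preset correlation, with an adjusted p of 0.00258 to 0.209. These were the omission of wild type replicate 3 (0.146) or 4 (0.0994), of knockout replicate 1 (0.126) or 4 (0.101) and of both replicates 4 (0.209). The others were a pseudocount of 0.1 (0.0510), a filter of at least 5 FPKM (0.0761), median centring (0.0501), array weights (0.127), the Ddx3y covariate (0.0658) and removal of the length trend (0.0686).

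Cell cycle genes did not pass as lists. Of S phase genes, 0 rose and 1 fell of 25 (adjusted over the list alone, 0 rose and 0 fell), the member that fell being Slbp (adjusted p = 0.0437, and 0.116 without wild type replicate 2, lost in 6 of 8 omissions, all but knockout replicate 1 and 4, and under 5 other alternatives). Of G2 and mitosis genes, 0 rose and 1 fell of 29 (adjusted over the list alone, 0 rose and 0 fell), the member that fell being Cenpf (adjusted p = 0.0396, and 0.119 without wild type replicate 2, lost in 5 of 8 omissions, all but wild type replicate 4 and knockout replicate 1 and 3, and under 5 other alternatives). The mean level of the G2 and mitosis list was 1.19 on the log2 scale in knockout replicate 4, against 2.39 to 3.31 in the other knockout and 2.36 to 2.69 in the wild type hearts. Without this sample the list turned to a median log2 change of 0.31 (adjusted p = 0.00143 by camera), and without knockout replicate 1 it was called down with a median of -0.37 (adjusted p = 0.0228). The S phase list was also called down without knockout replicate 1, with a median of -0.33 (adjusted p = 0.00660). Among cell cycle inhibitors (2 raised and 0 lowered of 9, 2 and 0 adjusted over the list alone), which were not called as a list, the p53 target Cdkn1a rose from 36.3 ± 9.56 to 75.8 ± 13.1 FPKM (log2 change 1.06 ± 0.17, adjusted p = 0.00551) and Ccng1 rose 1.64-fold (adjusted p = 0.0205, and 0.0569 without wild type replicate 2, lost in 2 of 8 omissions, without wild type replicate 2 or knockout replicate 2, and under 1 other alternative).

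**Figure D3:**
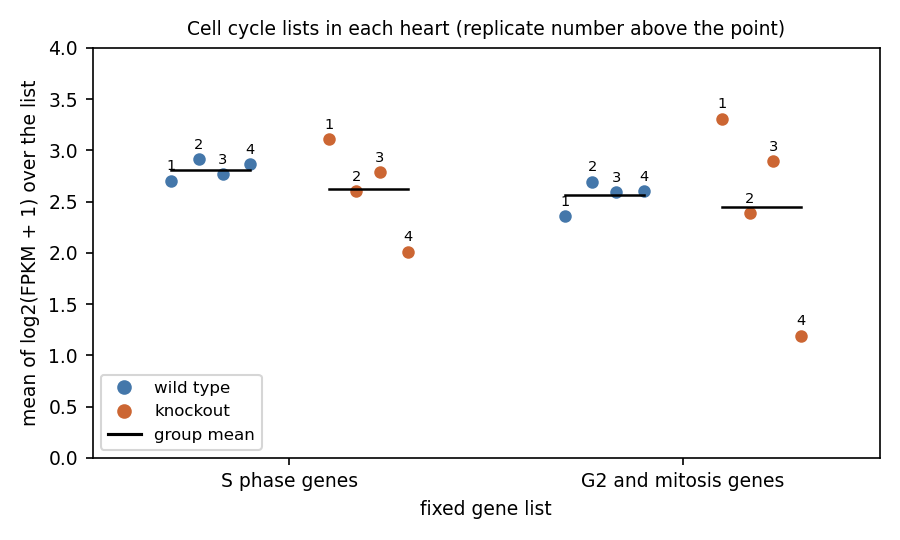
Mean of log2(FPKM + 1) over the 25 S phase and the 29 G2 and mitosis genes tested, with 1 point per heart library, blue for wild type and orange for knockout, the replicate number above it and a black line at the mean of the group. Knockout replicate 4 lies lowest in both lists, at 2.01 and 1.19, and knockout replicate 1 highest, at 3.11 and 3.31.

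Other lists were not called. These were iron handling genes (1 raised and 0 lowered of 12, 3 and 1 adjusted over the list alone), neutrophil markers (0 raised and 0 lowered of 3, 0 and 1 adjusted over the list alone), brown and white fat markers (0 raised and 0 lowered of 7, 0 and 0 adjusted over the list alone) and Y chromosome genes (0 raised and 0 lowered of 4, 0 and 0 adjusted over the list alone). The iron handling genes that rose numbered 2 without knockout replicate 3, and those that fell 1 without knockout replicate 4. In total 8 lists were called up and 4 down of 29 tested, with 0 called by camera with an estimated correlation, where 1 list had an unadjusted p under 0.05, and 4 called by fry. The number of called lists does not exclude chance, because 10 of the 35 splits of the 8 samples, the real one included, gave at least 12 lists. The median, mean and test of a list differed in sign for lymphatic endothelial markers, mural cell markers, cell cycle inhibitors, fatty acid uptake and oxidation and immediate early genes, none of them called.

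**Figure D4:**
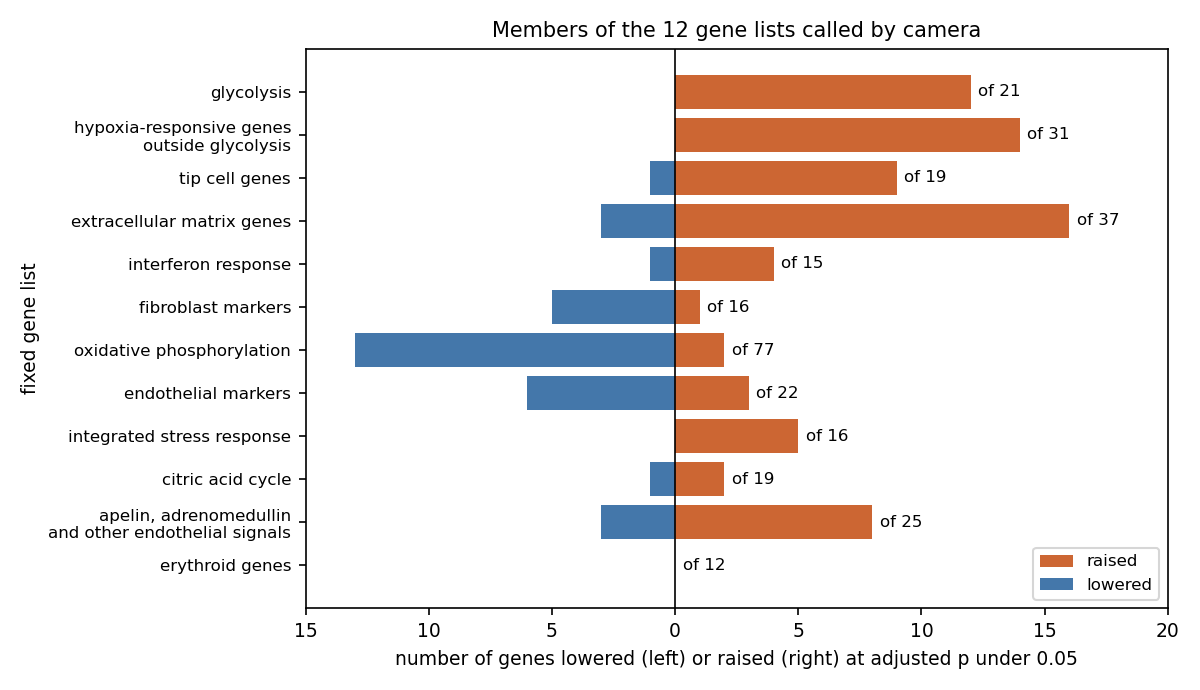
Number of members raised (orange, right of 0) and lowered (blue, left of 0) at adjusted p under 0.05 in each of the 12 gene lists called by camera with a preset correlation, ordered by its adjusted p, with the number of measured members beside the bar. Glycolysis has 12 raised and 0 lowered genes, oxidative phosphorylation 2 raised and 13 lowered, and erythroid genes 0 of either.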

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

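Among 224 groups of 4 values of the named genes and 58 groups of list means, 16 and 4 held 1 sample lying farther from the rest than Dixon's ratio test allows, where chance flags about 1 in 20, or 11.2 and 2.90. The 16 cannot be compared with 11.2, because some flagged genes, such as Scgb1a1 and Scgb3a2, were chosen after their values were seen. Adm, Ramp2 and Cxcl12 were not among the genes examined here. In wild type replicate 4 airway genes stood apart: Scgb1a1 was at 1030.4 FPKM in wild type replicate 4 against 0 to 0.323 FPKM in the other wild type samples, Scgb3a2 at 206 FPKM in wild type replicate 4 against 0 to 0.0507 FPKM, and the epithelial keratin Krt19 at 19.7 FPKM in wild type replicate 4 against 3.06 to 4.19 FPKM. Scgb3a2 was also listed at 0.0545 FPKM in knockout replicate 2 and at 0 in the other knockout samples. Krt19 was lowest among the knockout hearts in replicate 3, at 21.7 FPKM against 30.1 to 31.7 FPKM. In knockout replicate 1, Pgf was at 19.3 FPKM against 9.49 to 10.2 FPKM, the mean of the tip cell list was 4.53 on the log2 scale against 4.14 to 4.18, and that of the Y chromosome genes was 0.142 against 3.46 to 3.76. Knockout replicate 4 was highest in Cdkn1a, at 95.2 FPKM against 67.2 to 70.9 FPKM, and in Lyz2, at 79.5 against 60.5 to 62.4 FPKM, and lowest in Col18a1, at 23.7 against 31.8 to 33.0 FPKM. The mean of the cardiomyocyte markers was 10.4 in knockout replicate 2 against 10.5 in the other knockout hearts, and that of the fetal and stress cardiac genes 6.52 in wild type replicate 2 against 6.65 to 6.67 in the other wild type hearts. Among the wild type hearts, replicate 1 stood apart for Cdkn1a (50.5 against 30.2 to 33.4 FPKM), Dpt (115 against 133 to 135 FPKM) and Sost (1.90 against 1.44 to 1.52 FPKM). Eci1 was at 208 FPKM in wild type replicate 2 against 195 to 197 FPKM. Vtn was at 23.5 FPKM in wild type replicate 2 against 19.3 to 19.9 FPKM. In wild type replicate 3, Tie1 was at 35.0 against 39.2 to 39.9 FPKM and Tagln at 24.1 against 33.9 to 34.9 FPKM.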

How the results depend on the processing

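Against 1385 changed genes (701 raised and 684 lowered), adjusted p under 0.1 gave 2372 genes (1197 raised, 1175 lowered) and a minimum change of 1.5-fold 577 genes (313 raised, 264 lowered), by construction. Array weights gave 2028 genes (973 raised, 1055 lowered); the cause was not tested. Omission of both replicates 4 gave 1000 genes (467 raised, 533 lowered), with fewer samples. Leaving out 1 sample at a time gave 575 to 1820 changed, 287 to 934 raised and 288 to 886 lowered genes, with 575 without wild type replicate 2 and 1820 without knockout replicate 1; 572 and 1256 of these were shared with the full set. The replicate block gave 613 genes (323 raised, 290 lowered), and Myl9 passed with it (adjusted p = 0.0464). Replicate numbers did not pair the samples: the correlations of same-numbered deviations were -0.226, 0.00930, 0.102 and -0.0966, and only knockout replicate 3 correlated best with its own number. The other pseudocounts, filters, scalings and variance model, the Ddx3y and Bmp10 covariates and the removal of length or GC trends gave between 997 and 1407 changed genes. Egln1 stayed uncalled under every alternative, between 0.0451 and 0.162 with 1 sample left out. Egln3 ranged from 0.356 to 0.711 in those fits and was called only with the Ddx3y covariate, at 0.70 (adjusted p = 0.0222); the cause was not tested. Called lists numbered 12, 11 to 13 with 1 sample left out, 9 with the filter of at least 5 FPKM, 10 with array weights, 10 with the length trend removed and 9 to 13 over all alternatives run with camera at the preset correlation. They numbered 0 with an estimated correlation, the same test with a correlation of 0.0926 to 0.625 in those lists in place of the preset. By fry they numbered 4. It was run as a directional test, so a list with changes in both directions can fail it. Median changes of the G2 and mitosis list turned from -0.07 to 0.31 without knockout replicate 4 and to 0.32 without both replicates 4, and were -0.37, called down, without knockout replicate 1. Of 90 named genes called, Adm, Ramp2 and Cxcl12 not included, 65 kept the call without each sample in turn and 25 lost it without at least 1 sample. Another alternative, a minimum change of 1.5-fold included, removed the call of 29, and 0 changed sign under any alternative. The length and GC alternatives, the covariates and the joint omission were chosen after seeing the data. The count-model alternative was not run, and with depth unknown no counting error was set beside low values.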

Other observations

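The genes of this paragraph were chosen after their values were seen. Among other genes of capillary endothelium, Btnl9 fell from 19.0 ± 1.13 to 5.93 ± 2.57 FPKM (log2 change -1.60 ± 0.23, adjusted p = 0.00354) and Cd300lg from 46.2 ± 4.46 to 30.3 ± 2.56 FPKM (log2 change -0.59 ± 0.09, adjusted p = 0.00485). Gpihbp1, which carries lipoprotein lipase to the capillary lumen, did not pass the test, at 154 ± 13.0 FPKM in wild type and 129 ± 23.2 FPKM in knockout hearts (adjusted p = 0.181, but 0.0424 with array weights and 0.0379 without knockout replicate 4). Neither did the fatty acid carriers Cd36, at 434 ± 63.2 FPKM in wild type and 433 ± 92.5 FPKM in knockout hearts (adjusted p = 0.958), and Fabp4, at 1576 ± 209 FPKM in wild type and 1454 ± 152 FPKM in knockout hearts (adjusted p = 0.536). Whether these genes differ from Car4 and Aqp7 in their change was not tested.

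Samples also differed in ways that the groups do not explain, again in genes chosen after their values were seen. Bmp10, a gene of the right atrium, was at 0.0868, 49.6, 74.2 and 0.121 FPKM in wild type replicates 1 to 4 and 1.12, 137, 141 and 0 FPKM in knockout replicates 1 to 4. Nppb, the B-type natriuretic peptide gene, was at 158, 158, 175 and 219 FPKM in wild type and 1357, 711, 369 and 119 FPKM in knockout replicates (adjusted p = 0.219, but 0.0374 with array weights, 0.0270 without knockout replicate 4 and 0.0341 without both replicates 4). The Y chromosome gene Ddx3y was at 14.0, 0.138, 1.10 and 15.0 FPKM in wild type replicates 1 to 4 and 0.104, 16.8, 19.3 and 22.2 FPKM in knockout replicates 1 to 4. Its level was low in wild type replicate 2 and knockout replicate 1, intermediate in wild type replicate 3 and high in the other libraries. The labels give no sex. Read as a sign of sex, these levels were not balanced between the groups, so sex may add to group differences. With the Ddx3y covariate 1038 genes changed, of which 972 had changed without it. The globin genes Hba-a1 and Hba-a2, near-identical copies whose values are uncertain, were at 1333 ± 909 FPKM in wild type and 385 ± 258 FPKM in knockout hearts and at 1633 ± 1293 FPKM in wild type and 488 ± 330.0 FPKM in knockout hearts and did not pass the test (adjusted p = 0.122 for Hba-a1, but 0.0293 with the Bmp10 covariate). Hba-a2 was 3.35-fold lower with all samples and 2.07-fold lower without wild type replicate 3, which was at 3502 FPKM.

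Endothelial markers moved in both directions; the test of the endothelial share was chosen only after the result was seen. A lower share of endothelial cells as the whole cause would lower these markers together, but 3 of the 9 called markers rose, with Vwf up by 1.54 ± 0.26 and Flt1 up by 0.73 ± 0.12. A trend with transcript length is also argued against, since 8 of the 9 kept their call and direction once it was removed. The exception was Eng, at 0.46 ± 0.13 before and 0.43 after (adjusted p = 0.0555), which lay near the threshold in both fits. A change of expression within the endothelium of the knockout hearts is a hypothesis that these tests leave open, as is a lower share combined with higher expression of Vwf and Flt1.

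Fgf23 was near 0 in every wild type heart and present in every knockout heart; the bone test and the constant-rate test below were chosen only after the result was seen. For bone tissue on the hearts, the abundant bone transcripts Col1a1, Col1a2, Bglap, Bglap2, Ibsp and Spp1 had a median log2 change of 0.00996. Of these 6, 0 were higher in every knockout heart, and they went both ways (Col1a1 -0.38, Spp1 0.67), so the median decides nothing. Bglap, Bglap2 and Ibsp lay below the filter, with means of 0.0142, 0.0426 and 0 FPKM in the knockout hearts, where Fgf23 averaged 15.0 FPKM. Bone tissue with these transcripts at the level of Fgf23 was therefore not seen. Bone tissue without them stays open. The osteocyte gene Sost, left off the list because its value had been seen, rose from 1.58 ± 0.214 to 5.54 ± 2.53 FPKM (log2 change 1.26 ± 0.25, adjusted p = 0.0134), a call lost without both replicates 4 (adjusted p = 0.0605). Other bone markers, Dmp1, Mepe, Phex and Sp7, had means of 0.0110, 0, 0.0448 and 0.00403 FPKM in wild type hearts. In knockout hearts these were 0.0261, 0, 0.0227 and 0 FPKM. Alpl did not pass the test, at 17.0 FPKM in wild type and 11.3 FPKM in knockout hearts (adjusted p = 0.275). For read-through from a neighbour, both bounds set before its value was seen were met, so they do not decide: 9630033F20Rik, which ends 3708 bp away on the opposite strand, was raised by 0.43 (adjusted p = 0.0376, and 0.110 without wild type replicate 2, lost in 7 of 8 omissions, all but knockout replicate 3, and under 4 other alternatives), yet its change plus 2 SE (0.67), like that of Fgf6 (0.46), lay below the bound of 1. A constant rate of read-through is argued against, since the ratio of Fgf23 to this neighbour was at least 0.611 in every knockout and at most 0.00166 in every wild type heart, while the neighbour rose 1.39-fold; a changed rate, which needs no change of the neighbour, stays open.

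In knockout replicate 4 the median of the 54 S phase, G2 and mitosis genes lay -1.33 on the log2 scale from the mean of the other knockout hearts, as with Mki67, chosen after its values were seen, at 8.55, 3.85, 6.49 and 0.930 FPKM in knockout replicates 1 to 4. A shallower library is argued against as the whole cause, since depth acts on genes of the same expression alike and 0 of 10000 lists matched on expression fell as far in this library (a percentile of 0, with the lowest median at -0.142). This sample did hold more genes at 0, 7013 against 6306 to 6427 in the other knockout hearts, and the table gives no depth. A trend with transcript length is argued against as well, since the median was -1.30 after its removal. The groups do not separate this heart from the other knockout hearts, so no biological explanation was tested, and a library batch of this 1 sample cannot be told apart from the heart itself.

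Chance assignment of the 8 samples was examined over the 35 splits. For the gene counts, 1 of the 35 splits, the real one, gave as many genes, with 1385 changed against at most 1 in any other split. No smaller share is possible with 35 splits, so chance is argued against only to that limit. The other splits mix the groups, so a real difference adds to the spread within each side. Their counts are therefore not those of samples without a difference. For raised and for lowered genes, 1 of the 35 splits gave as many in a single direction, with 701 and 684 against at most 1. Chance cannot be excluded for the number of called lists, because 10 of the 35 splits gave at least the 12 lists of the real one and the highest other split gave 15.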
